A study of Homo sapiens with 11 samples.

How the data were processed

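RNA-seq was measured in 11 libraries of RD, an established human rhabdomyosarcoma line, in which the MYOD1 gene had been edited by CRISPR with homology-directed repair. Per the labels, 6 libraries carried one MYOD1 allele with the L122R change (L122R/WT) and 5 carried none (WT/WT). Per the labels' protocols, RNA was extracted with a column kit after lysis, treated with DNase, made into stranded mRNA libraries and sequenced as paired ends. The labels give batch B1 for 3 libraries and batch B2 for 8. The titles number 4 edited lines, which are 11 and 93 for L122R/WT and 60 and 9 for WT/WT. Batch B1 held 1 library each of numbers 93, 11 and 60, and batch B2 held 2 libraries of each of the 4 numbers, marked repeat 1 and repeat 2. The same number in both batches was taken as the same line, which the labels do not state. What repeat 1 and repeat 2 stand for (culture, day or library) is not given in the sources used here.

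Counts and log2 values were available. The deposited raw table holds whole counts per Ensembl gene ID and library, per the file headers and a check of the values. The aligner, the counting tool, the annotation and the genome build are not given in the sources used here, and nor is whether the counting used the strand. The deposited normalized table holds log2 values. In each of the 11 libraries, 100% of the examined values, taken out of the log2 scale and less 1, were whole multiples of one step, with a tolerance of 0.01 of a step and multiples up to 100 examined. Their ratio to the raw count varied between genes, with a 5% to 95% range of at least 1.18 log2 units in every B1 library and at most 0.54 in every B2 library (genes with at least 50 counts). The deposited log2 values were therefore read as counts adjusted between batches by the authors and scaled per library, although no label names the adjustment. The raw counts were used for every result, and the deposited log2 values for one alternative and one test. No column of values per library was left unused.

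Gene names and positions came from GENCODE release 44 on GRCh38, joined by gene ID. Of 61860 IDs, 61757 had a symbol and 103 had none. Since the build of the authors is not known, positions are those of GRCh38 for the same IDs. One list symbol, MYLPF, was matched through a RefSeq synonym to MYL11.

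Counts were scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05 on the adjusted p. Genes with low counts were removed by filterByExpr by genotype, with its minimum count of 10 and minimum total of 15. CPM values used TMM-scaled totals, and log2 CPM used a prior count of 2. Standard errors of log2 fold changes were taken as the size of the log2 fold change over the square root of the F statistic. Total counts per library ran from 15958261 to 32166077, with a median of 19593915. Intervals on ratios of summed counts are exact 95% intervals and cover counting error only. No pair among the 55 pairs of libraries was a copy of the other, the lowest chi-square per degree of freedom being 14.6 over genes with a summed count of at least 20.

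The designs were fixed before the data were examined. The genotypes were compared over all 11 libraries with batch as a term. Because libraries of one line are not independent edits, the comparison was repeated with lines as replicates, on B2 counts summed per line, 2 lines against 2. Differences between single lines were tested in the 8 B2 libraries with 1 coefficient per line, and genes called with the same sign in all 4 contrasts of an L122R/WT line against a WT/WT line were counted, beside the same count for the other 2 ways of splitting the 4 lines. The genotype-by-batch interaction was tested in the 9 libraries of lines 11, 93 and 60. Genes called in B2 alone were compared with the sign of their B1 difference. The 6 gene lists, written at the same time, were tested with camera of limma 3.58.1 on log2 CPM with batch as a term and a preset inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it. They covered skeletal muscle differentiation, stem cell associated genes, MYC responsive genes, the cell cycle, DNA double-strand break repair, and drug efflux and detoxification. MYOD1 CPM was also compared with an exact permutation test over the 462 splits of the libraries.

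The named genes are MYOD1 and, in each direction, up to 5 genes with the largest log2 fold change over all libraries. They had to have an adjusted p under 0.05, a mean log2 CPM of at least 1, calls of the same sign in all 4 line contrasts, and the same sign of the B1 difference for both L122R/WT libraries. Up to 3 members of each list under the same conditions completed the rule. Since no gene that was lower and no list member met it, the rule was applied again with the replicate block in the line contrasts, a choice made after seeing the data.

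The numbers of the B2 libraries (repeat 1 and repeat 2) pair the samples. The deviations of repeat 1 from the mean of its line correlated across genes between lines, with Pearson's r from 0.528 to 0.775 over the 6 pairs of lines, 0.745 and 0.775 within a genotype. The alternative fit therefore used B1, B2 repeat 1 and B2 repeat 2 as a replicate block.

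Expression along the chromosomes was examined after the data had been seen. For 9873 genes with a mean log2 CPM of at least 3, the median log2 difference was taken per chromosome and per window of 50 genes, keeping windows of at least 30. A chromosome was called shifted when its median exceeded the largest chromosome median in the other 2 splits of the lines. The difference between the B2 repeats and its interaction with genotype were also tested after the data had been seen, with lines and repeat as terms.

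The tests of single genes were tried on simulated counts with 200 changed genes, drawn from the means, depths and dispersions of the real libraries. The list and chromosome steps had simulations of their own. The fit over all libraries recovered 61.6% of changes of 1 log2 unit and 96% of changes of 2, with 7 unchanged genes called among 14905. The line fit recovered 9% and 76% (9 and 76 genes), with 11 unchanged genes called among 14898. The contrast of lines 11 and 60 recovered 1.01% and 55%, and the count over all 4 contrasts 0% and 37%, both among 14676 genes. The genotype-by-batch step recovered 2% and 35.4% among 15527 genes, and the genotype-by-repeat step 63.3% and 92%, with 20 unchanged genes called among 14683. A simulated list of 40 genes lowered by 1 gave a camera p of 8.26e-86, and an unshifted list 0.421. That list was lowered on the log2 CPM of simulated counts without changed genes. Its genes were drawn independently, so false calls for lists of correlated genes were not tested. A simulated shift of -0.4 on chromosome 7 was recovered as -0.38, with equal depths and the same dispersion for every gene. In 20 simulations of 4 unchanged lines, where contrasts share their libraries, no gene was called with the same sign in all 4 contrasts (0 at most). Those lines had equal means, so differences between lines were not simulated.

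The alternatives were RLE and upper-quartile scaling, no filter and a stricter filter (CPM of at least 1 in at least 5 libraries, or 2 lines), DESeq2 1.42.0, voom with line as a random block, a minimum log2 fold change of 1, no batch term, B2 alone, the replicate block, and leaving out each library and each line. Line sums were also taken over both batches and over each repeat alone. After the data were seen, the deposited log2 values (limma with trend), the removal of genes on shifted chromosomes, and minimum log2 CPM values of 1 and 5 for the chromosome medians were added. A list of 18 fibroblast genes was used to test for mixed cells. Figures were drawn with matplotlib.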

Results

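Gene expression was measured by RNA-seq in 11 libraries of edited RD rhabdomyosarcoma cells. The 6 L122R/WT libraries came from lines 11 and 93, and the 5 WT/WT libraries came from lines 60 and 9. Batch B1 held 2 L122R/WT libraries and 1 WT/WT library, and batch B2 held 4 of each genotype, 2 libraries per line. Total counts per library ranged from 15958261 in WT/WT replicate 3 to 32166077 in L122R/WT replicate 2, with a median of 19593915. The first principal component of log2 CPM took 46.2% of the variance and separated the genotypes. The second took 21.7% and separated repeat 2 of batch B2 from the other libraries.

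**Figure D1:**
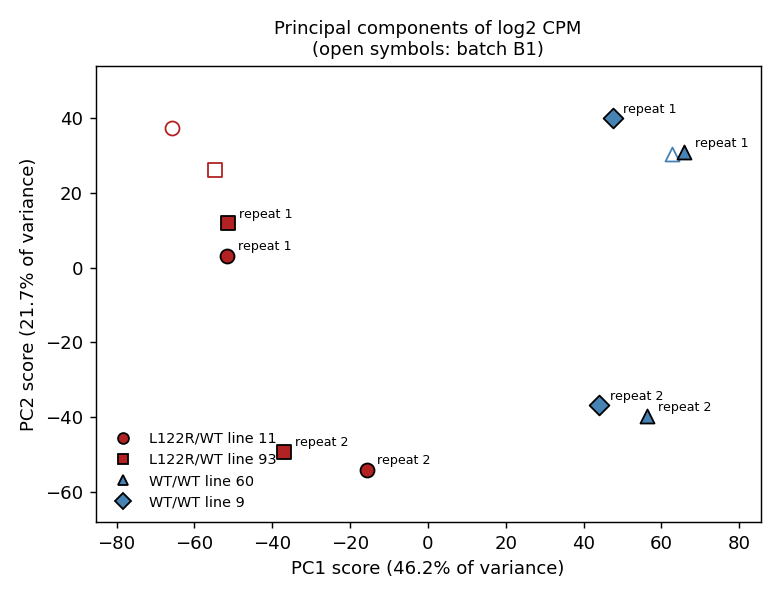
Scores of the 11 libraries on the first and second principal components of log2 CPM, with red for L122R/WT, blue for WT/WT, 1 marker shape per line and open symbols for batch B1. The genotypes part along the first axis (46.2% of the variance), and the repeat 2 libraries lie below the others on the second (21.7%).

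The edited gene was examined first. MYOD1 (ENSG00000129152, chromosome 11, 17719571 to 17722136 on GRCh38) had 141 ± 32.02 CPM (SD, n = 6) in L122R/WT and 183 ± 37.3 CPM (SD, n = 5) in WT/WT. The log2 fold change was -0.37 (SE 0.18) with an adjusted p of 0.162 in the edgeR quasi-likelihood test. An exact two-sided permutation test over the 462 splits of the libraries gave p = 0.0736 for the difference of -42.7 CPM. That test takes the libraries as independent, although they come from 4 lines. With the replicate block the log2 fold change was -0.39 and the adjusted p of edgeR was 0.0467, the one alternative that put MYOD1 past the threshold. Within batch B2 alone it was -0.40, with an adjusted p of 0.275 in edgeR. With lines as replicates, on B2 counts summed per line, it was -0.40, with an adjusted p of 0.203 in edgeR. Gene counts do not separate the alleles, so they give no check of which libraries carry L122R.

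**Figure D2:**
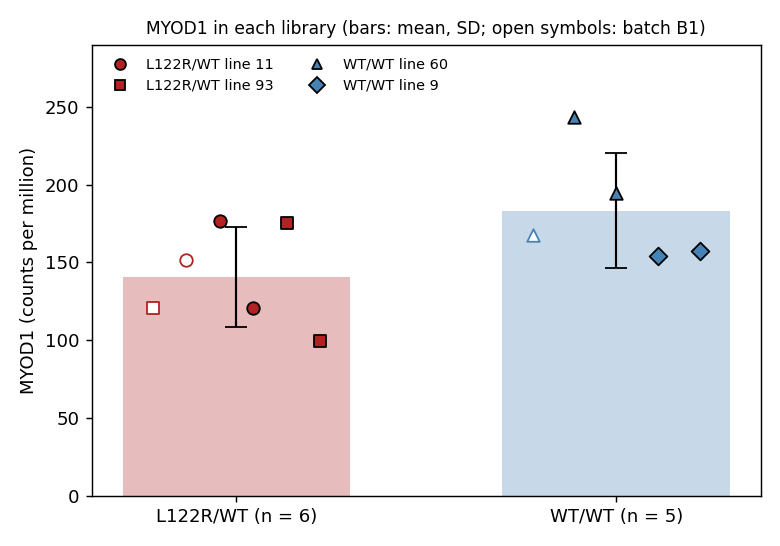
MYOD1 in CPM (TMM-scaled) in each library, by genotype, with bars for the mean, error bars for the SD, 1 marker shape per line and open symbols for batch B1. The means were 141 for L122R/WT (n = 6) and 183 for WT/WT (n = 5), and the ranges of the genotypes overlap.

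The main question of the design is which genes differ between L122R/WT and WT/WT cells. Over all 11 libraries, with batch as a term, 1983 genes were higher and 1709 lower in L122R/WT among 15096 tested (edgeR quasi-likelihood test, adjusted p under 0.05). Of these, 739 were higher and 583 lower by at least 1 log2 unit. With the replicate block the counts were 2971 higher and 2909 lower. Within batch B2 alone, 944 genes were higher and 663 lower among 14903 tested. The alternative that lowered the counts most was leaving out line 60, which gave 543 higher and 266 lower. WT/WT replicate 1 is the only WT/WT library of batch B1, and without it 1238 genes were higher and 849 lower.

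The libraries come from 2 lines per genotype, so the comparison was repeated with the line as the unit. On B2 counts summed per line, 1157 genes were higher and 772 lower in L122R/WT among 16920 tested by edgeR. The fits over libraries and over lines shared 1559 called genes, and both fits hold the B2 libraries. The other 2 ways of splitting the 4 lines into pairs gave 0 genes each in edgeR, with 135 and 70 genes at an unadjusted p under 0.05, against 5205 for the genotypes. Those splits put the genotype difference into the residual, which lowers their counts, and only 3 splits of 4 lines exist. Without line 93 the line fit gave 269 higher and 61 lower, and without line 11 it gave 392 and 139. Without line 9 it gave 1759 and 1471. Without line 60 it gave 1692 and 1256.

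Differences between single lines set the genotype difference beside the difference between lines of one genotype. Lines 11 and 93, both L122R/WT, differed in 0 of 14903 genes in edgeR (199 at an unadjusted p under 0.05, and 2 adjusted calls with the replicate block). Lines 60 and 9, both WT/WT, differed in 0 genes (836 unadjusted, and 157 adjusted calls with the replicate block). Contrasts across genotypes gave 108 genes for 11 against 60, 60 for 11 against 9, 219 for 93 against 60 and 93 for 93 against 9. With the replicate block these became 2632, 2363, 3616 and 3068. These counts also fell when a library was left out. Each line has 2 libraries in B2, so this leaves 1 for its line, and the spread then comes from the other lines alone. The weight of the library left out cannot be told apart from the loss of a replicate. Without WT/WT replicate 2 the contrast of 11 against 60 gave 2 genes and that of 93 against 60 gave 1, and without WT/WT replicate 4 the contrasts of 11 and of 93 against 9 gave 6 each. The SD of log2 differences across genes was 0.42 between 11 and 93 and 0.54 between 60 and 9. Across genotypes it lay between 0.83 and 0.98. Across 16920 genes, which are not independent replicates, the difference 11 minus 60 correlated with 93 minus 9 at r = 0.746, and 11 minus 9 with 93 minus 60 at r = 0.697. The within-genotype differences, 11 minus 93 and 60 minus 9, correlated at r = 0.123. None of these pairs of differences shares a library.

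A genotype effect has to appear in both lines of a genotype. Called with the same sign in all 4 contrasts of an L122R/WT line against a WT/WT line were 46 genes higher and 0 lower, among 14903. With the replicate block there were 682 higher and 451 lower. The other 2 splits of the 4 lines gave 0 genes, with the block as well. Each of them needs calls between 11 and 93 and between 60 and 9. Those contrasts gave 0 genes each without the block, and 11 against 93 gave 2 with it. The 0 of the other splits follows from this, so it is no measure of chance for the genotype counts. Unchanged lines sharing their libraries gave at most 0 in 20 simulations. The simulated lines had equal means and no repeat difference. That 0 is therefore no measure of chance differences between lines. These simulations are given for the contrasts without the block and do not cover the counts with it. Leaving out 1 of the B2 libraries leaves 1 library for its line, as above. Leaving out any one of the 8 B2 libraries lowered the count of 46, to 23 without L122R/WT replicate 4 and to 1 without WT/WT replicate 2 at the extremes.

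The genes named here are those with the largest changes that also held in every line contrast and in batch B1, where 37 genes were higher and 0 lower. ENPP6 (ENSG00000164303, chromosome 4, 184088706 to 184221230) had 55.4 ± 10.7 CPM (SD, n = 6) in L122R/WT. Its 5 WT/WT libraries held 6 counts in all, a ratio of 874 with a 95% counting interval of 401 to 2383. Its fitted log2 fold change was 9.59 (SE 0.42), with an adjusted p of 3.65e-07 in edgeR. ARHGAP29 (ENSG00000137962, chromosome 1, 94148988 to 94275068) had 103 ± 25.6 CPM in L122R/WT (SD, n = 6), and 14 counts in all WT/WT libraries. Its ratio was 709 (422 to 1297), with an adjusted p of 4.24e-08 in edgeR. EBF2 (ENSG00000221818, chromosome 8, 25841725 to 26045413) had 23.5 ± 11.8 CPM (SD, n = 6) and 3 WT/WT counts, a ratio of 756 (258 to 3665). ALDH1A2 (ENSG00000128918, chromosome 15, 57953424 to 58497866) had 25.2 ± 14.96 CPM (SD, n = 6) and 4 WT/WT counts, a ratio of 559 (218 to 2053). AFF3 (ENSG00000144218, chromosome 2, 99545419 to 100192428) had 28.8 ± 8.86 CPM (SD, n = 6) and 5 WT/WT counts, a ratio of 537 (230 to 1653). The adjusted p of edgeR was 2.08e-05 for EBF2, 2.02e-05 for ALDH1A2 and 3.17e-06 for AFF3. All 5 genes were higher in each of the 6 L122R/WT libraries than in any WT/WT library. Fitted log2 fold changes of these genes depend on the prior count, and chromosome 2, which carries AFF3, had a lower median in L122R/WT lines.

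With the replicate block in the line contrasts, a form of the rule added after the data were seen, 544 genes were higher and 370 lower. The 5 lower genes with the largest changes were SERPINI1, NEU4, ASIC4, MYOG and LINC00326. MYOG (ENSG00000122180, chromosome 1) had 58.9 ± 42.3 CPM (SD, n = 6) in L122R/WT and 397 ± 184 CPM (SD, n = 5) in WT/WT. Its log2 fold change was -2.79 (SE 0.51), with an adjusted p of 0.00296 in edgeR. The log2 fold changes of the others were -3.31 for SERPINI1 (SE 0.98), -3.22 for NEU4 (SE 0.99), -3.002 for ASIC4 (SE 0.49) and -2.75 for LINC00326 (SE 0.53). Their adjusted p values in edgeR were 0.0307, 0.0363, 0.00183 and 0.00412. SERPINI1 and NEU4 overlapped between the genotypes. SERPINI1 had 40.5 CPM in L122R/WT replicate 4 against 31.7 in WT/WT replicate 2. NEU4 had 9.63 CPM in L122R/WT replicate 4 against 3.53 in WT/WT replicate 4. ASIC4, MYOG and LINC00326 were lower in each L122R/WT library than in any WT/WT library. The block takes the repeat difference as equal in all lines, although 567 genes were called for a genotype-by-repeat interaction. NEU4 and ASIC4 lie on chromosome 2.

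Batch B1, with 1 WT/WT library, was used for the direction of each gene and was not tested on its own. Of the 1607 genes called in B2 alone, 1602 were also tested over all libraries. Of these 1602, 1574 (98.3%, exact 95% binomial interval 97.5% to 98.8%) had a B1 difference of the same sign, against 77.5% of all genes tested in both. Genes are not independent, so the interval covers counting error only. The genotype-by-batch interaction, tested in lines 11, 93 and 60, gave 0 of 15760 genes in edgeR, with 380 at an unadjusted p under 0.05 and 255 adjusted calls without a filter on low counts. In simulated counts that step found 35.4% of changes of 2 log2 units.

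The title of the series speaks of stem cell pathways and of resistance to chemotherapy and radiation, and MYOD1 is a muscle transcription factor. Gene lists on these themes, 6 in all, were compared between the genotypes. The skeletal muscle differentiation list was lower in L122R/WT, with a median log2 fold change of -1.99 over 45 genes. Of these, 44 were negative, 24 were called lower over all genes tested and 39 when adjusted over the list alone. Camera, the set test of limma, gave an adjusted p of 3.31e-13, and fry gave 0.0205. Camera with an estimated correlation gave 0.682 for this list, and called none of the 6. The mean difference of the list (L122R/WT minus WT/WT, log2) was -3.88 in batch B1, -2.11 in repeat 1 of B2 and -0.84 in repeat 2 of B2. The 3 members with the largest changes among those that met the naming rule with the replicate block were MYOG, MYL1 (-2.72, SE 0.83) and ATP2A1 (-2.63, SE 0.40), with log2 fold changes and SE from the fit over all libraries and adjusted p values of 0.00296, 0.0356 and 0.00118 in edgeR. MYL1 lies on chromosome 2 and ATP2A1 on chromosome 16, both of which had lower medians in the L122R/WT lines. MYL1 overlapped between the genotypes, with 345 CPM in L122R/WT replicate 4 against 269 in WT/WT replicate 4.

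**Figure D3:**
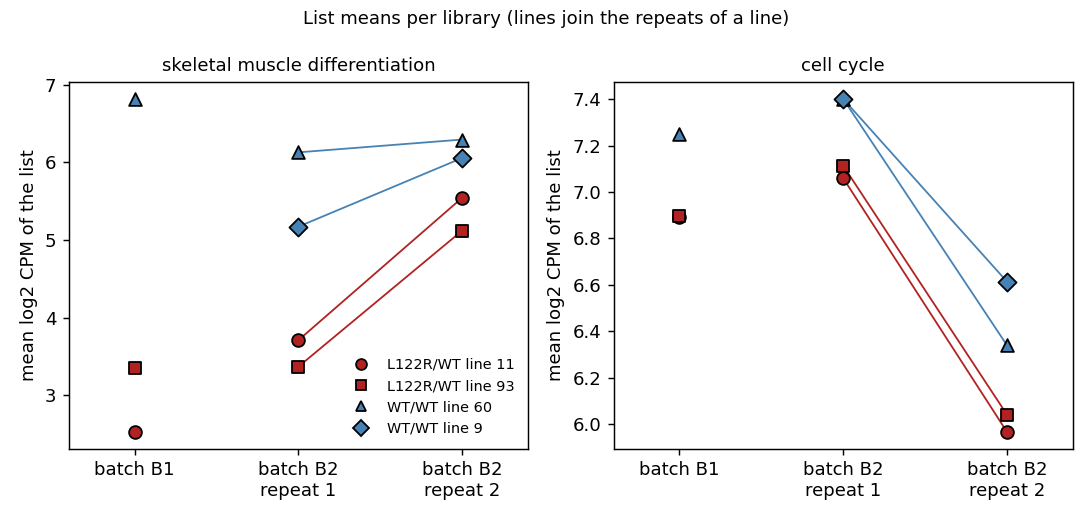
Mean log2 CPM of the skeletal muscle differentiation and cell cycle lists in each library, by batch and repeat, with red for L122R/WT and blue for WT/WT. The mean difference of the muscle list between genotypes was -3.88 in batch B1, -2.11 in repeat 1 and -0.84 in repeat 2, and the cell cycle list was lower in repeat 2 than in repeat 1 in all 4 lines.

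The stem cell associated list, with 27 of its 35 genes tested, had a median log2 fold change of 0.04 and a mean of -0.07. Camera gave the direction lower, with an adjusted p of 0.698 (fry 0.480). Over all genes tested, 3 of its genes were called higher and 5 lower, and the counts were 3 and 5 adjusted over the list alone. The largest change in it, picked after its values were seen, was ALDH1A3, with 4.51 ± 3.0 CPM (SD, n = 6) in L122R/WT and 0.292 ± 0.341 CPM (SD, n = 5) in WT/WT. The MYC responsive list (45 genes) had a median of -0.21, with 39 genes negative, 1 called higher and 8 lower, and 0 and 6 adjusted over the list alone. Its camera adjusted p was 0.00104, while fry gave 0.329. The cell cycle list (39 of 40 genes tested) had a median of -0.31, with 35 genes negative, 4 called lower and 3 adjusted over the list alone. Its camera adjusted p was 0.00104, while fry gave 0.364. The DNA double-strand break repair list (40 genes) had a median of -0.16, with 33 genes negative, 2 called lower and 1 adjusted over the list alone. Its camera adjusted p was 0.0428, and fry gave 0.364. Leaving out WT/WT replicate 2 or 4, L122R/WT replicate 4 or 6, or line 11, 93 or 9 put its camera adjusted p over the threshold, up to 0.303. The drug efflux and detoxification list (27 of 36 genes tested) had a median of -0.003, a mean of 0.31, a camera direction of lower and a fry direction of higher. Its adjusted p was 0.954 with camera and 0.364 with fry, with 2 genes higher and 3 lower (2 and 2 adjusted over the list alone). So of the 4 lists past the threshold with camera, the muscle list alone was past it with fry.

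**Figure D4:**
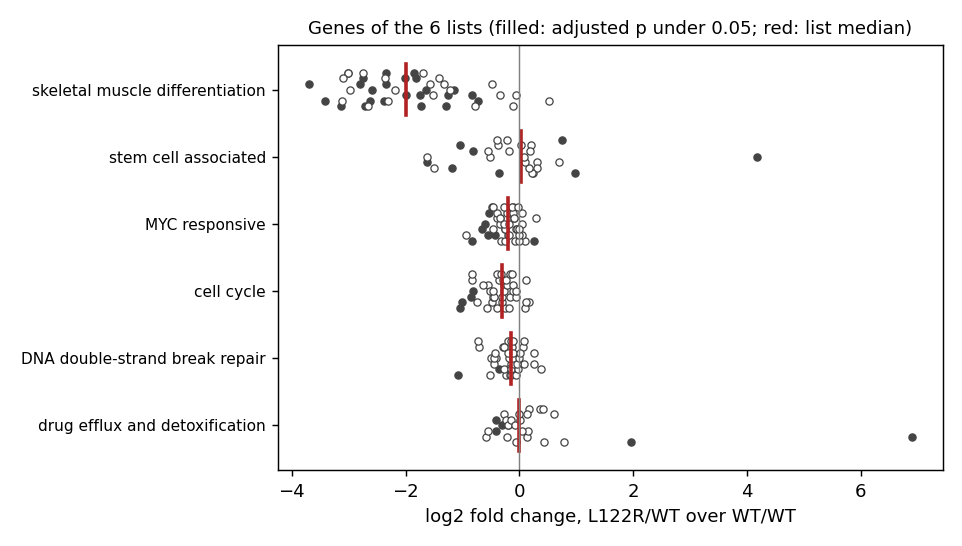
Log2 fold change (L122R/WT over WT/WT) of each tested gene of the 6 lists, with filled points for an adjusted p under 0.05 in edgeR and a red bar for the list median. The muscle list has its median at -1.99, and the other medians lie between -0.31 and 0.04.

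Members of the other lists that met the naming rule with the replicate block, at most 3 per list, are as follows. ABCG2 (ENSG00000118777, chromosome 4) had 19.8 ± 13.8 CPM (SD, n = 6) in L122R/WT and 0.139 ± 0.0935 CPM (SD, n = 5) in WT/WT. Its log2 fold change was 6.91 (SE 0.81), with an adjusted p of 0.000336 in edgeR. ABCA3 had a log2 fold change of 1.96 (SE 0.20) and GSTO1 of -0.41 (SE 0.09). In the MYC responsive list RRP12 had -0.84 (SE 0.09), NOLC1 -0.65 (SE 0.16) and PPRC1 -0.60 (SE 0.16). In the cell cycle list GINS2 had -1.05 (SE 0.13), UHRF1 -1.005 (SE 0.16) and CDK1 -0.86 (SE 0.21). RRP12, NOLC1, PPRC1, CDK1 and GSTO1 lie on chromosome 10, and GINS2 and ABCA3 on chromosome 16, both of which had lower medians in the L122R/WT lines.

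Chromosome medians of the genotype difference in batch B2 were compared with those of the other 2 splits of the 4 lines, where the largest was 0.15. Chromosome 10 had a median of -0.38 over 394 genes, chromosome 16 of -0.34 over 442 genes and chromosome 2 of -0.17 over 728 genes. In batch B1, lines 11 and 93 minus line 60 gave -0.42 and -0.37 on chromosome 10, -0.45 and -0.37 on chromosome 16, and -0.16 and -0.20 on chromosome 2. Over all libraries the medians were -0.39, -0.36 and -0.18 for chromosomes 10, 16 and 2. The largest higher medians in B2 were 0.15 on chromosomes 8 and 5, 0.11 on chromosome 11 and 0.10 on chromosome 15, none above the largest median of the other splits. Chromosome 8 had 0.21 over all libraries and 0.37 for both lines in B1, where line 60 is the only WT/WT line. In B2, lines 11 and 93 exceeded line 60 on chromosome 8 by 0.24 and 0.29, and line 9 by 0.01 and 0.08. On chromosome 5 they exceeded line 60 by 0.02 and 0.10, and line 9 by 0.20 and 0.31. On chromosome 14 the B1 differences were 0.32 and 0.27, but in B2 the differences from line 9 were -0.03 and -0.09. Over all libraries, all 9 windows of chromosome 16 had medians between -0.40 and -0.26. On chromosome 10 the 6 windows from 51.0 Mb to 133 Mb had medians between -0.56 and -0.41, while the first window had 0.09 and the second -0.14. Chromosomes 2, 10 and 16 carry 15.7% of the genes tested, 41.6% of the genes called lower (711) and 8.83% of those called higher (175). Of 1126 lower calls under 1 log2 unit, 49.5% lie on them, and of the lower calls of at least 1 log2 unit, 26.4%. Chromosome 5 carries 4.64% of the genes tested and 8.22% of those called higher, and chromosome 8 carries 3.66% and 6.30%. Without genes on chromosomes 2, 10 and 16, an alternative added after the data were seen, 1446 genes were higher and 1134 lower. On the other chromosomes the fit with all genes had called 1808 higher and 998 lower.

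**Figure D5:**
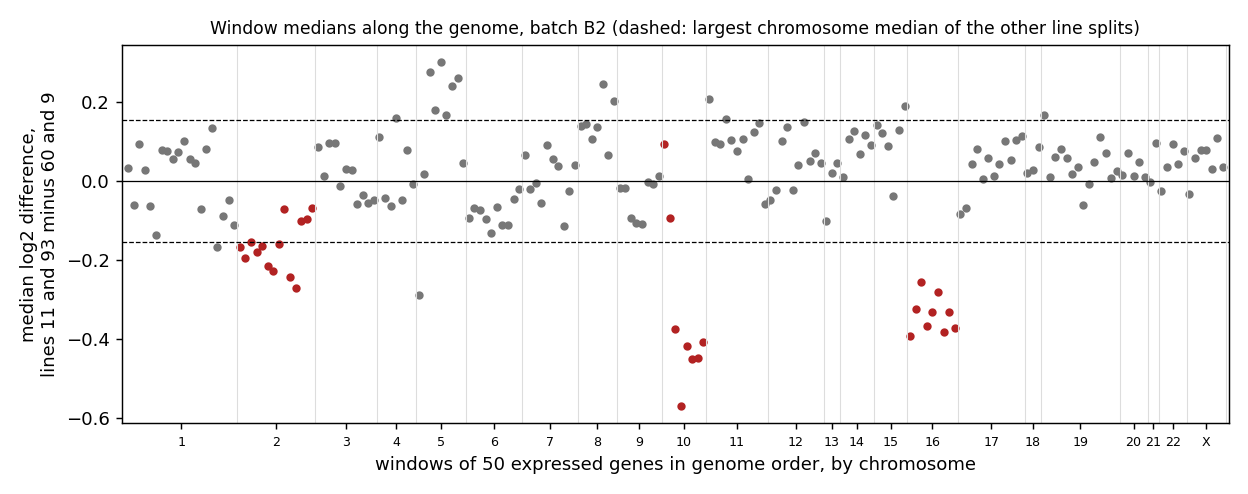
Median log2 difference (lines 11 and 93 minus lines 60 and 9, batch B2) in windows of 50 expressed genes in genome order, with red for chromosomes 2, 10 and 16 and dashed lines at plus and minus 0.15, the largest chromosome median of the other line splits. Chromosome 16 is below -0.15 in all 9 windows, and chromosome 10 in 6 of its 8.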

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

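The tests of single libraries, of depth between repeats and of the genotype-by-repeat interaction were chosen after the values had been seen; the test of growth state was written before. Of 60 groups examined for a library far from the others, 6 had one, and chance gives about 3.

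The difference between repeat 1 and repeat 2 of batch B2 depended on genotype. Between the repeats, 3021 genes were higher and 2596 lower in repeat 2 among 14903 (edgeR, lines as terms). The genotype-by-repeat interaction, tested directly, gave 567 genes, of which 222 were positive and 345 negative, with 3032 at an unadjusted p under 0.05. The other 2 pairings of the 4 lines gave 0 genes (175 and 155 unadjusted). They put a response that depends on genotype into the residual, which lowers their counts, and there are only 3 pairings. A chance difference between lines therefore cannot be told apart from a response tied to genotype. Of the 567 genes, 210 were also called between the genotypes over all libraries. In the skeletal muscle differentiation list, 17 genes had a positive interaction and 0 a negative one, with a median of 1.42. From repeat 1 to repeat 2 this list rose by 1.84 in line 11 and 1.75 in line 93, against 0.16 in line 60 and 0.89 in line 9 (mean log2 CPM). The cell cycle list changed by -1.09, -1.07, -1.06 and -0.79 in lines 11, 93, 60 and 9. Depth does not explain the repeat difference, since 1 of the 4 lines was deeper in repeat 2 and the others were shallower. A growth state that differed between the repeats predicts that the cell cycle and muscle lists move in opposite directions in each line, and they did in 4 of 4 lines. A candidate explanation is therefore that repeat 2 cultures cycled less and expressed more muscle genes, with a larger rise in L122R/WT. The labels say that cells were collected before confluency and do not describe the repeats, so density, day and handling stay open, as do a biological effect of the genotype on this response and differences between the lines.

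Total counts in L122R/WT replicate 2 were 32166077, against 20986894 for the next library of its group. Without this library 1609 genes were higher and 1294 lower between the genotypes, each within 1.5 times the reported counts. No explanation of the extra depth, technical or biological, was tested.

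Genes with a count numbered 26064 in WT/WT replicate 1, against 23079 in the next WT/WT library. Thinned to the smallest total (15958261), it still had 2557 more than the next, which argues against depth as the whole cause. The L122R/WT libraries of batch B1 also had more genes with a count than those of B2, the lowest of B1 exceeding the highest of B2 by 1050 after thinning. A difference between the batches could therefore account for it, WT/WT replicate 1 being the only B1 library of its group.

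GSTO1 had 85.1 CPM in WT/WT replicate 1, against 52.3 in the next WT/WT library. Among L122R/WT libraries the lowest B1 value was 1.87 times the highest B2 value, so the same batch difference could account for it. A biological difference was not tested here.

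ENPP6 had 0.251 CPM in WT/WT replicate 3, which is 4 counts, against 0.0497 in the next WT/WT library. If the 6 WT/WT counts were shared by depth, 1 of the 5 libraries would hold as many with an exact probability of 0.0886, so counting error is a possible explanation. Reads or cells from an L122R/WT culture cannot be told apart from it. The 45 other genes called higher in all 4 line contrasts had a median of 4.84% of their L122R/WT level in this library. That lies just above the range of the other WT/WT libraries (3.04% to 4.31%), and a baseline of this size can hide a share as small as the 0.453% that ENPP6 would need.

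ASIC4 had 3.49 CPM in L122R/WT replicate 4, against 1.70 in the next library of its group. It was higher in repeat 2 than in repeat 1 in all 4 lines, by ratios of 3.11 in line 11, 1.73 in line 93, 1.27 in line 60 and 3.08 in line 9. The repeat difference described above may therefore account for it, and a biological difference between lines was not tested.

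The stem cell associated list had a mean log2 CPM of 5.24 in WT/WT replicate 4, against 5.51 in the next WT/WT library. Over its 15 members with a mean log2 CPM of at least 5, the same library was still lowest, at 7.43 against 7.49, but the gap was 0.236 of the range. Low-count members may therefore carry the gap. A difference that belongs to this culture of line 9 stays open and was not tested.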

How the results depend on the processing

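Alternatives chosen after seeing the data were the deposited log2 values, the removal of genes on shifted chromosomes, the minimum log2 CPM of the chromosome medians, and the named-gene rule with the replicate block. No alternative reversed a called result (0 of all values). Where no cause is named below, the cause was not tested.

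Over all libraries, a minimum log2 fold change of 1 left 739 genes higher and 583 lower by construction. B2 alone, with fewer libraries, gave 944 and 663. Without a batch term 1093 were lower, with the replicate block 2909, and without genes on the shifted chromosomes 1134 (with 1446 higher). On the other chromosomes the fit with all genes had called 1808 higher and 998 lower, so testing fewer genes is not the whole cause. Scaling without those genes moved the median log2 fold change by -0.05. Leaving out single libraries or lines gave 543 to 2032 higher and 266 to 1940 lower. The extreme low values came without line 60. Without line 11 they were 1027 and 698, without line 93 they were 702 and 367, and without WT/WT replicate 1 they were 1238 and 849. The deposited log2 values gave 2413 higher and 1983 lower. RLE and upper-quartile scaling moved the median log2 fold change of all genes by -0.02 each, and the share of higher among called genes from 53.7% to 50.1% and 49.8%. All 3692 called genes were among the 5880 of the replicate block, 3670 among the 4735 of DESeq2, and 3651 among the 4396 of the deposited values.

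With lines as replicates, no filter gave 2205 higher and 1737 lower, DESeq2 gave 1264 lower, and a minimum log2 fold change of 1 gave 674 and 340. Sums over both batches gave 716 higher. Without 1 line the range was 269 to 1759 higher and 61 to 1471 lower. There a lone line was assumed to vary like the lines of the other genotype.

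Counts between single lines moved with the filter, the block and the loss of a library, which leaves 1 library for its line in B2. Without a filter they were 22 for 11 against 93, 167 for 60 against 9, 1163 for 11 against 60, 885 for 11 against 9, 1640 for 93 against 60 and 1183 for 93 against 9. The stricter filter gave 56, 18, 136 and 26 for the last 4 of these. The replicate block gave 2, 157, 2632, 2363, 3616 and 3068 in the same order as without a filter. Leaving out 1 library gave 2 to 73, 6 to 38, 1 to 159 and 6 to 56 for the 4 contrasts across genotypes, and 0 for both within genotypes.

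Genes called with the same sign in all 4 contrasts numbered 361 higher and 105 lower without a filter, 9 higher with the stricter filter, and 682 higher and 451 lower with the replicate block. Upper-quartile scaling gave 1 lower. Leaving out 1 library gave 1 to 23 higher and 0 to 1 lower. The split of lines 11 and 60 against 93 and 9 gave 3 genes without a filter. The genotype-by-batch interaction gave 255 genes without a filter, and 0 under each other alternative tried. The share of B2 calls with the same sign in B1 was 95.4% with the replicate block, and 97.9% to 99.7% without 1 library.

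MYOD1 had an adjusted p of 0.0467 in edgeR with the replicate block, with a log2 fold change of -0.39. With lines as replicates MYOD1 had an adjusted p of 0.203 in edgeR. Its log2 fold change stayed negative in each alternative, from -0.53 without line 9 to -0.12 without line 60. With an estimated correlation, camera gave 0.682 for the muscle, MYC responsive, cell cycle and repair lists. With fry, the MYC responsive list had 0.329, and the cell cycle and repair lists 0.364 each. The camera adjusted p of the repair list was 0.00129 to 0.303 without 1 library or line. The replicate block changed the call of no list. Apart from MYOD1 and the counts given here, it changed no other call.

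Of 525 alternative values for the 21 named genes other than MYOD1, 467 kept direction and side of the threshold and 58 kept the direction only, in 11 genes. Most of these were for SERPINI1, NEU4 and MYL1, which missed the threshold in B2 alone and without WT/WT replicate 1. The genes ENPP6, ARHGAP29, EBF2, ALDH1A2 and AFF3 stayed past it in every alternative tried.

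Chromosomes 2, 10 and 16 were shifted at each minimum log2 CPM tried. A minimum of 1 added chromosome 5 (median 0.15) and a minimum of 5 added chromosome 8 (0.15). Depth limits the genes near 0 in WT/WT, where 3 to 14 counts in 5 libraries leave ratios known only within wide intervals.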

Other observations

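The tests of chromosome shifts other than the one on GC content and length, and the tests of lists without the shifted chromosomes, were chosen after the result was seen, as were the medians over libraries of fibroblast genes and the counts over splits balanced by repeat; the tests on splits of the libraries, on fibroblast genes, on the repeat round and on the authors' adjustment were written before.

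Over all libraries, 1 of 100 splits drawn from the 462 splits into 6 and 5, the real one, gave as many as 3692 genes, and the highest of the others gave 1090, which excludes chance only for libraries taken as independent. That other split held all 4 repeat 2 libraries on one side. Among the 49 other drawn splits with 2 repeat 2 libraries on each side, the highest gave 0. The libraries come from 4 lines, and with the line as the unit only 3 splits exist, so chance differences between lines are not excluded. In batch B2, 2 of the 35 splits into 4 and 4 gave as many as the 1607 genes of the genotypes, so chance cannot be excluded by this count. The other split was that of repeat 1 against repeat 2, with 1936 genes. The numbers pair the libraries, and among the 18 splits with 2 repeat 1 libraries on each side, the genotype split alone gave any gene, the highest of the others giving 0. Those other splits mix the genotypes, so the genotype difference enters their residual, which lowers their counts. The same holds for the 49 drawn splits over all libraries. With the repeat as a block, the 4 contrasts of lines across genotypes gave between 2363 and 3616 genes.

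Lower expression along chromosomes 10 and 16 in lines 11 and 93 is the clearest pattern that is not a list of genes. GC content and transcript length do not account for it, since with a smooth trend on both removed the smaller of the medians was -0.36. Library preparation in batch B2 does not account for it either, since the B1 difference nearest to 0 was -0.37. If these lines carried fewer copies of chromosome 16, every window of it would be lower by a similar amount, and 9 of 9 windows were below -0.15. On chromosome 10 the lower windows formed one run. A lower copy number of chromosome 16 and of the distal part of chromosome 10, shared by lines 11 and 93, is a candidate explanation. A higher copy number of these regions, shared by the WT/WT lines, is another, because the medians compare the lines only with each other. DNA data could test both. The other 2 splits of the lines reached 0.15 at most, but with only 3 splits, differences that arise between any pairs of lines cannot be told apart from a shift tied to genotype. Whether such a change goes with the edit or with a shared origin of the lines cannot be told apart, because each genotype has only 2 lines and their origin was not tested. Part of the genes called lower may therefore reflect these chromosome-wide shifts and not L122R. For chromosome 2, with a median of -0.17, differences that arise between any pairs of lines cannot be told apart from a shift tied to genotype, since the other splits reached 0.15.

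Lines 60 and 9, both WT/WT, also differed along chromosomes, with medians of 0.19 on chromosome 5, -0.22 on chromosome 8 and -0.25 on chromosome 14. Lines 11 and 93 differed by at most 0.10 on any chromosome and by at most 0.17 in any window.

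The lower skeletal muscle differentiation list does not rest on the shifted chromosomes. Its 33 genes elsewhere had a median log2 fold change of -2.32, and its 12 genes on them -1.55. It does not rest on one repeat round either, since the difference nearest to 0 among batch B1, repeat 1 and repeat 2 was -0.84. A growth state like that of the repeats predicts a cell cycle list that moves the other way, and that list had a median of -0.31 in L122R/WT, lower as well. Lower expression of muscle differentiation genes in cells with an L122R allele may therefore be biological, as a hypothesis found and tested on the same 4 lines. A shared origin of lines 11 and 93 stays open. For the lower MYC responsive and cell cycle lists, genes on the shifted chromosomes cannot be told apart from a change of the list as a whole. The 33 MYC responsive genes elsewhere had a median of -0.15 and the 12 on those chromosomes -0.45. The 29 cell cycle genes elsewhere had a median of -0.27, also lower, and the 10 on those chromosomes -0.78. Without those chromosomes camera still called both lists (adjusted p 0.00823), but fry called neither list in the fit with all genes.

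Fibroblasts mixed into the L122R/WT cultures could raise matrix genes. Of 18 fibroblast genes, 16 were tested, 8 were called higher and 0 lower, with a median log2 fold change of 1.27. The mean over the WT/WT libraries was also above 1 CPM for 15 of the 18. For COL1A2 that mean (1.66 CPM) rests largely on WT/WT replicate 5, with 5.68 CPM. COL3A1 reached 16369 CPM in L122R/WT against 4401 in WT/WT, and COL1A1 445 against 115. COL1A2, DCN and LUM, which were named as abundant fibroblast transcripts before the test, had means of 3.38 ± 2.33, 16.6 ± 38.5 and 2.73 ± 6.15 CPM in L122R/WT (SD, n = 6). The DCN and LUM means rest on L122R/WT replicate 6, with 95.2 and 15.3 CPM. The medians over the 6 libraries were 2.44 CPM for COL1A2, 0.364 for DCN and 0.151 for LUM, against 13734 for COL3A1 and 448 for COL1A1. L122R/WT replicate 2, with the highest COL3A1 (32400 CPM), had 0.0616 CPM of DCN. These values argue against mixed fibroblasts as the whole cause. Compared after the values were seen, COL1A2, DCN and LUM were all higher in repeat 2 than in repeat 1 in each line. DCN went from 0.0533 to 3.43 and from 0.543 to 95.2 CPM in the L122R/WT lines. In the WT/WT lines it went from 0 to 0.438 and from 0 to 1.58 CPM. L122R/WT replicate 6 and WT/WT replicate 5 are both repeat 2 libraries. The repeat difference described above may therefore account for part of their high values. A small share of other cells in L122R/WT replicate 6 stays open as well.

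The authors' adjustment between batches left the genotype difference of batch B1 in the deposited log2 values. Over the 3692 called genes, the deposited B1 difference had a slope of 0.962 on that of the raw counts. The correlation of B1 with B2 differences across these genes was 0.924 in raw counts and 0.979 in the deposited values, so the adjusted values are closer between batches than the counts, and their agreement is not independent evidence.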
